A study of Homo sapiens with 16 samples. Its data were reported in "KDM5C and KDM5D mutations have different consequences in clear cell renal cell carcinoma cells" (2025).

How the data were processed

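Counts per gene and library were taken as deposited by the authors, who made them by sequencing total RNA (NucleoSpin RNA, Illumina TruSeq Stranded libraries, paired-end on a NovaSeq). The trimming, alignment and counting tools, the genome build, the annotation release and the use of strand in counting are not stated in the labels or in the methods of the study, which refer to an earlier publication for them that was not at hand. The values were checked to be whole numbers with no normalization. The header named 16 libraries and left the gene column without a name, so each name was read as belonging to the column to its right. Of 57773 Ensembl gene IDs, 55538 were matched to symbols and to GRCh37 coordinates lifted from GENCODE release 44. Genes that share an interval were looked up in the same annotation. No library was left out. Depth was 23.4M to 41.6M counts per library (M for 10 to the power 6), and TMM factors were 0.935 to 1.07.

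The groups were cell line by genotype (10 groups). Guides 4 and 5 of sgKDM5C, and guides 2 and 4 of sgKDM5D, were the replicates of their group, and sgCtrl had 1 library per line. Genes with a sum of at least 60 counts were tested (20175). The edgeR 4.0.16 quasi-likelihood F-test (R 4.3.3) with TMM normalization was fitted to all 16 libraries with 1 mean per group and 6 residual degrees of freedom, so that the spread came from the groups with 2 guides in all lines. The common dispersion was 0.0231 (biological coefficient of variation 15.2%) and the prior degrees of freedom were 7.92. Comparisons were sgKDM5C against sgCtrl per line, their mean over lines and their difference between lines, sgKDM5D against sgCtrl in 786-O and CAKI-2 and the difference between these, and sgKDM5C against sgKDM5D in both. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison and called at an adjusted p under 0.05. The thresholds of the study (p under 0.05, log2 fold change beyond 1 in size) were applied to the same fit. The study does not state whether this p was adjusted, and it was read as unadjusted. SE is the size of the log2 fold change divided by the square root of F. CPM are counts per M of the TMM-scaled library total, and log2 ratios of single libraries used a prior count of 2.

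Genes were named when called, with a mean of at least 20 counts over the libraries compared and with all mutant libraries on one side (at least 7 of 8 for the mean effect), up to the 3 with the largest change per direction. The design, these rules and the first set of alternatives were written before the data were examined. Overlaps between lines were tested with Fisher's exact test (one-sided, 12 tests).

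Libraries with no changed gene were simulated 20 times from negative binomial distributions with the observed group depths and fitted dispersions, and passed through the same fit, to give the number of calls, overlaps and correlations that unchanged libraries give. The procedure was also tested on simulated data with 200 changed genes, 134 of them changed by 2 or more on the log2 scale. The edgeR test recovered 94.5% of the 200 for the mean effect (12 other genes called). For a single line against its control it recovered 79.5% to 84.5% (7 to 20 other genes called). DESeq2 recovered 95% (17 other genes called) and 80.5% to 87.5% (14 to 30 other genes called). For sgKDM5D against sgCtrl, with no changed gene, edgeR called 0 in 786-O and 5 in CAKI-2, and DESeq2 7 and 9. For sgKDM5C in 786-O, edgeR recovered 161 of the 200, among them 127 of the 134, so smaller changes were recovered less often. In a simulation with 40 genes per list, a moved list was called in 4 of 4 lines and an unmoved list in 0. Its genes were drawn independently, so it could not test false calls from correlation between genes. That correlation was estimated at 0.333 for the G2/M list in A498.

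Gene lists were tested with camera from limma 3.58.1 (preset correlation), with fry and an estimated correlation as alternatives, over 30 combinations of 5 lists and 6 comparisons. The hypoxia list (15 genes) and the interferon list (20 genes) came from general knowledge, the list of oxidative phosphorylation (89 genes tested) from symbol patterns of nuclear genes, and the S-phase (42) and G2/M (54) lists from Seurat 5.3.0. The lists of genes named in the text of the study (6, 8 and 2 genes) were tested as a separate family of 8. IFI44L is in both the interferon list and a study list.

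The alternatives were RLE size factors, the DESeq2 1.42.0 Wald test, filterByExpr, no filter beyond 1 count, a fit per cell line, a fit of the 12 sgCtrl and sgKDM5C libraries, a block for guide number, leaving out each guide or each line for the mean effect, and genes with a mean of at least 100 counts for correlations. A further set was chosen after seeing the data: DESeq2 fitted per line, an additive fit of line plus genotype, and removal of each library's GC trend (lowess, span 0.3, on the GC content of the longest transcript, from genes with a mean of at least 50 counts).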

Results

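Bulk RNA-seq was performed on populations of 4 established human clear cell renal cell carcinoma (ccRCC) cell lines (769-P, A498, 786-O and CAKI-2) that expressed Cas9 together with a guide RNA. Each line was represented by 1 library with a control guide (sgCtrl) and by 2 libraries with guides against KDM5C (sgKDM5C, guide numbers 4 and 5). KDM5C is a histone demethylase encoded on chromosome X. In 786-O and CAKI-2 there were also 2 libraries with guides against KDM5D (sgKDM5D, guide numbers 2 and 4), the homologue of KDM5C on chromosome Y. The 16 libraries therefore fell into 10 groups, and the 2 guides against a gene served as the replicates of that group. No control group was replicated, so control values carry no SD, and every comparison with a control rests on 1 control library. Total counts ranged from 23.4M (M for 10 to the power 6) in the A498 sgCtrl library to 41.6M in the CAKI-2 sgKDM5C 5 library. Of the 57773 genes in the count table, 17577 had no read in any library and 20175 had enough reads to be tested. No 2 libraries of a line were alike within sampling noise, as a chi-square comparison of their counts gave 6.61 to 69.0 per gene.

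The targeted genes were examined first. KDM5C (ENSG00000126012, protein coding, chromosome X, 53205465 to 53254604 on GRCh37) was lower in each of the 8 sgKDM5C libraries than in the control of its line. In CPM (counts per M of TMM-scaled counts), the control and the sgKDM5C libraries measured 166 and 61.2 ± 24.9 (SD, n = 2) in 786-O, 171 and 88.3 ± 11 in CAKI-2, 198 and 112 ± 1.94 in A498, and 239 and 101 ± 24.1 in 769-P. Relative to the control, guides 4 and 5 left 26.2% and 47.4% of the transcript in 786-O, 47.0% and 56.1% in CAKI-2, 55.9% and 57.3% in A498, and 35.1% and 49.3% in 769-P. The 4 libraries labelled sgKDM5D retained 91.5% to 106%. Averaged over the lines, KDM5C fell by 1.12 on the log2 scale (SE 0.133, edgeR adjusted p = 0.0154, lower in 8 of 8 libraries). Leaving out the sgKDM5C 5 libraries moved the fold change most, to -1.34. The call was lost without the CAKI-2 line (adjusted p = 0.338) and without the A498 line (adjusted p = 0.149), with 1.24e-25 to 0.338 over 14 alternatives. Within single lines, where 2 libraries were compared with 1, the KDM5C fold change passed the adjusted threshold in none of the 4 lines (log2 fold change -1.44 in 786-O, -0.96 in CAKI-2, -0.82 in A498 and -1.25 in 769-P, smallest adjusted p = 0.206). It passed in 3 of 9 alternatives in each line, among them the test without a filter in all 4 lines.

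**Figure D1:**
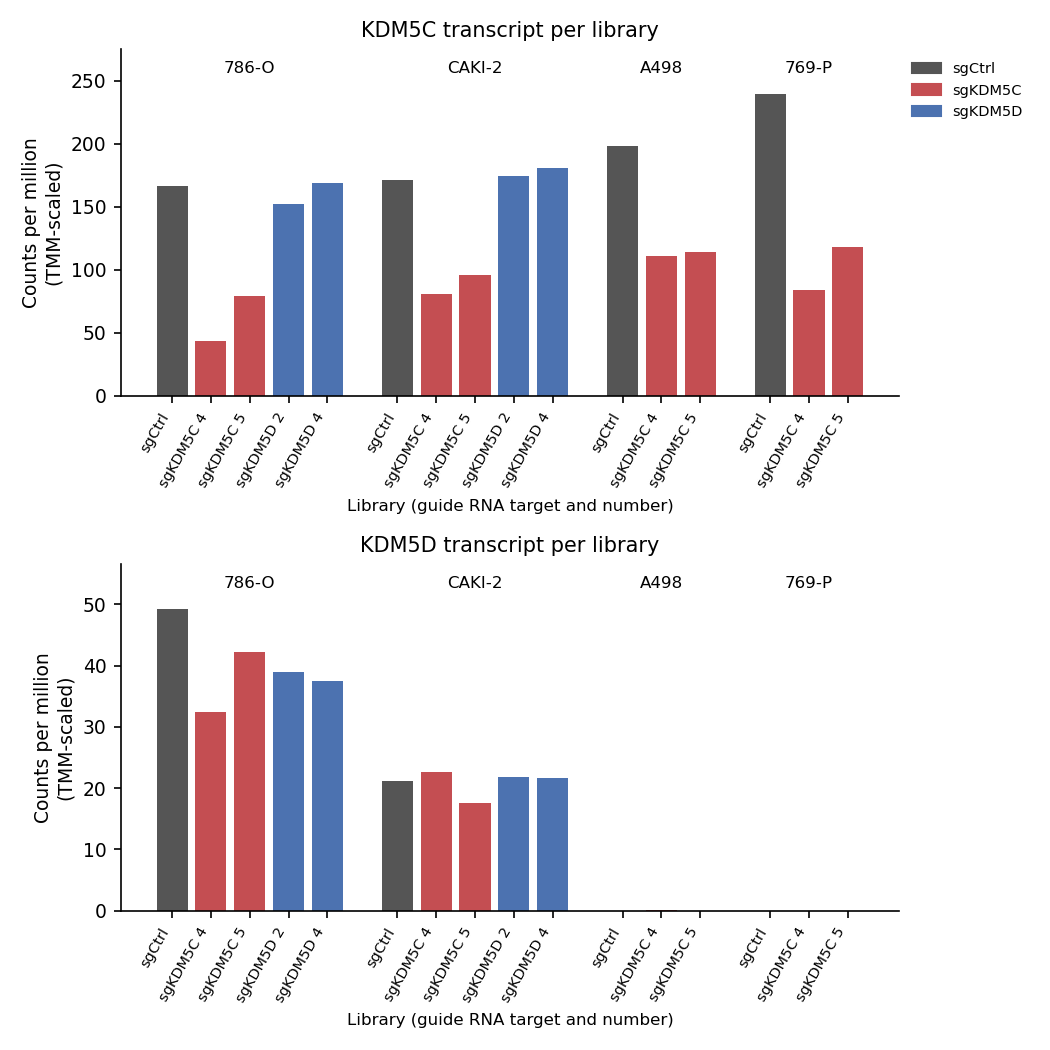
Bars give the KDM5C (upper panel) and KDM5D (lower panel) transcript of each of the 16 libraries in CPM, grouped by cell line and coloured by the target of the guide RNA. KDM5C is lower in each sgKDM5C library than in the control of its line (26.2% to 57.3% of control), whereas KDM5D in the libraries labelled sgKDM5D stands at 76.2% to 103% of control, and no bar is visible for KDM5D in A498 and 769-P (counts of 0 or 1).

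KDM5D (ENSG00000012817, protein coding, chromosome Y, 21865751 to 21906825) had 1309 counts in the 786-O control and 776 in the CAKI-2 control, while the 6 libraries of A498 and 769-P held 0 or 1 count each. In 786-O the libraries labelled sgKDM5D 2 and 4 retained 79.1% and 76.2% of the KDM5D transcript (log2 fold change -0.36, SE 0.237, adjusted p = 1), and the sgKDM5C 4 and 5 libraries retained 66.0% and 85.8%. In CAKI-2 the libraries labelled sgKDM5D retained 103% and 102% (log2 fold change 0.03, adjusted p = 1). The transcript therefore does not check the sgKDM5D label, and within these data each direction drawn from those libraries rests on the label. Outside these data, the study probed KDM5D protein by western blot in 786-O populations with the same guides. It also reported less KDM5D binding in KDM5D mutant 786-O cells. For sgKDM5D in CAKI-2 it describes no such test. The ratio of KDM5C to KDM5D counts was 3.37 in the 786-O control and 8.08 in the CAKI-2 control. Reads were not visibly passed from KDM5C to its homologue by the counting, since 2355 to 5800 KDM5C counts went with 0 or 1 KDM5D count in A498 and 769-P. Other Y-linked genes followed the same division between lines, with a sum of 182 to 522 CPM in 786-O and CAKI-2 and of 0 to 0.247 CPM in A498 and 769-P. In the 786-O sgKDM5C 4 library this sum was 288 CPM against 510 CPM in the control. XIST was at 0.503 to 1.26 CPM in 786-O and CAKI-2, at 114 to 126 CPM in A498 and at 179 to 201 CPM in 769-P. Of the other family members, KDM5A changed by 0.12 and KDM5B by 0.04 on the log2 scale over the 4 lines, and neither passed the adjusted threshold in any comparison.

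**Figure D2:**
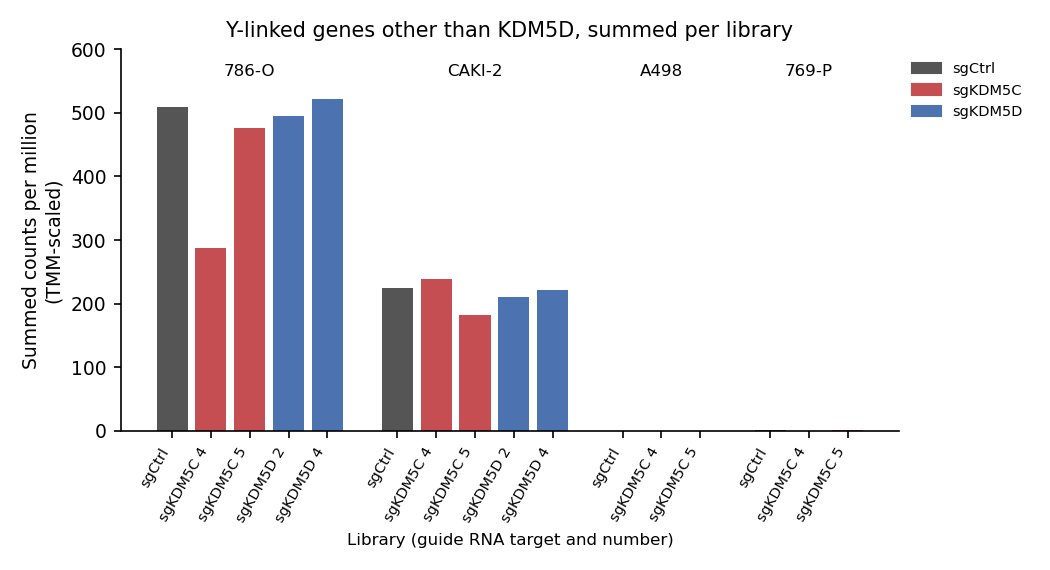
Bars give, for each of the 16 libraries, the summed CPM of the Y-linked genes other than KDM5D, coloured by the target of the guide RNA. The sums lie between 182 and 522 in 786-O and CAKI-2, with 288 in the 786-O sgKDM5C 4 library against 510 in its control, and at or under 0.247 in A498 and 769-P.

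To determine which genes responded to KDM5C mutation in each line, the 2 sgKDM5C libraries were compared with the sgCtrl library of the same line. At an adjusted p under 0.05, edgeR called 2 genes in 786-O (both lower), 0 in CAKI-2, 1 in A498 (higher) and 1 in 769-P (lower). Unchanged simulated libraries gave 0 to 4, 0 to 4, 0 to 4 and 0 to 3, so each number lay within its simulated range. At an unadjusted p under 0.05 there were 589, 392, 1119 and 670 genes, where 1009 would be expected with no effect on any gene from the threshold alone. Simulated unchanged libraries gave 855 to 939, 879 to 1000, 867 to 960 and 821 to 932, so that A498 lay above its simulated range and the 3 other lines below theirs. The alternative that moved the count most differed between lines: a separate edgeR fit for each line in A498 (348), no filter in 786-O (136) and 769-P (70), and DESeq2 for each line in CAKI-2 (26). The thresholds of the study, with its p read as unadjusted, were p under 0.05 and a log2 fold change beyond 1 in either direction. They called 427 genes in 786-O (259 higher, 168 lower), 239 in CAKI-2 (163 higher, 76 lower), 381 in A498 (206 higher, 175 lower) and 421 in 769-P (293 higher, 128 lower). Simulated libraries with no changed gene, drawn 20 times with the same depths and dispersions, gave means of 364, 342, 349 and 354 such calls with ranges of 315 to 414, 301 to 386, 318 to 381 and 304 to 394. The observed counts were thus above the simulated range in 786-O and 769-P, at its upper end in A498 and below it in CAKI-2. With sgKDM5C 4 or 5 taken as the control, the counts were 1140 and 710 in 786-O and 286 and 212 in CAKI-2. They were 189 and 226 in A498 and 827 and 411 in 769-P. Only in A498 was the count with the real control the highest.

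**Figure D3:**
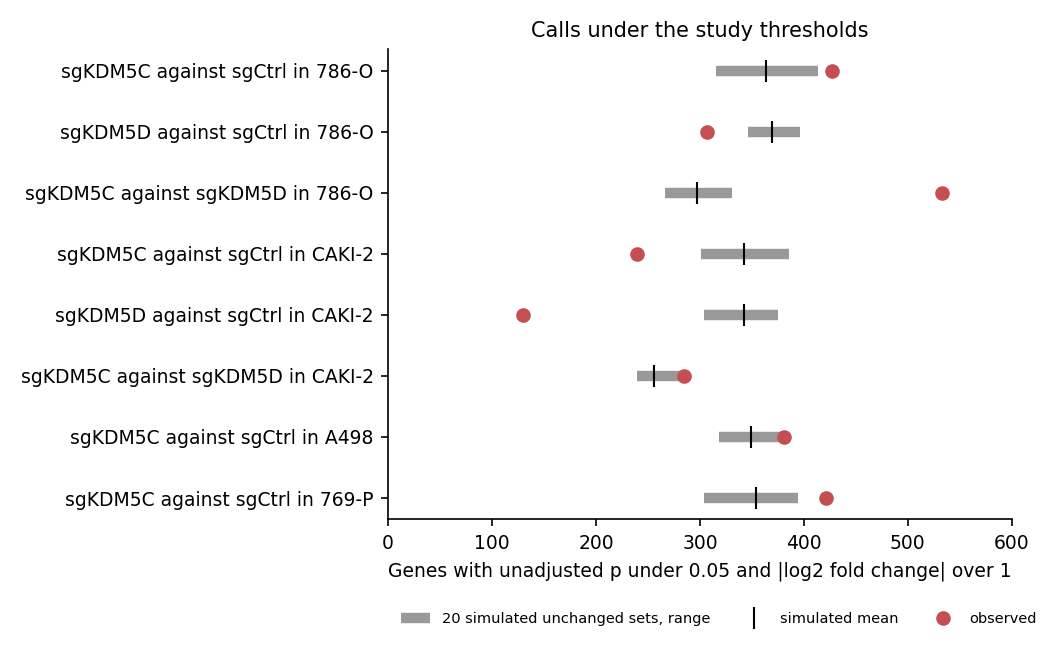
For each within-line comparison, the point marks the observed number of genes past the study thresholds, the grey bar spans 20 simulated sets of unchanged libraries, and the tick marks their mean. The largest excess is for sgKDM5C against sgKDM5D in 786-O (533 observed, 266 to 331 simulated), and the CAKI-2 comparisons with the control lie below their simulated ranges.

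SCARA3 (ENSG00000168077, protein coding, chromosome 8, 27491385 to 27534293) was the gene of 786-O that met the naming rule. It measured 3.99 CPM in the control and 0.738 ± 0.125 CPM (SD, n = 2) in the sgKDM5C libraries (log2 fold change -2.43, SE 0.322, adjusted p = 0.0279, lower in 2 of 2 libraries), and it was as low in the libraries labelled sgKDM5D. This call was lost in 3 of 9 alternatives, namely both fits per line and the block for guide number. The other 786-O gene, MLPH (ENSG00000115648, chromosome 2, 238394071 to 238463965), was named after its values were seen. It had 30 counts in the control and 0 in both sgKDM5C libraries (adjusted p = 0.0163), and it was at 267 CPM in the A498 control. In A498, BST2 (ENSG00000130303, protein coding, chromosome 19, 17513748 to 17516439) rose from 18.7 CPM to 77.5 ± 14.7 CPM (SD, n = 2, log2 fold change 2.05, SE 0.231, adjusted p = 0.00854, higher in 2 of 2 libraries). Its change in the 3 other lines was 0.74 in CAKI-2, 0.10 in 769-P and -0.02 in 786-O, but the difference between lines did not pass the adjusted threshold (adjusted p = 0.235). In 769-P, ENSG00000205246, for which the annotation gave no symbol or position, fell from 15.9 CPM to 2.96 ± 0.00653 CPM (SD, n = 2, log2 fold change -2.42, SE 0.268, adjusted p = 0.00667, lower in 2 of 2 libraries).

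Whether the lines shared a response was examined next. Under the study thresholds, 1374 genes were called in at least 1 line. Of these, 59 were called in the same direction in at least 2 lines (40 higher, 19 lower) and 32 in opposite directions. The 3 genes called in 3 lines were ENSG00000226973, RNU6-1 and NETO1, named after their values were seen. Unchanged simulated libraries gave 53.3 shared genes on average (range 36 to 67), and the observed number lay within this range. The simulation gave each gene 1 dispersion in all libraries, and some observed counts fell far below it. For sgKDM5D in CAKI-2, 156 genes reached an unadjusted p under 0.05 in the edgeR test, against 890 to 1010 simulated. The range may thus be too wide, and it does not exclude a shared response. No gene was shared at an adjusted p under 0.05, although 392 to 1119 genes per line passed an unadjusted p of 0.05. The shared count was lowered most by DESeq2 fitted to each line separately, to 12, and raised most by leaving out the filter, to 131. Pairs of lines shared 4 to 13 genes called higher and 1 to 6 genes called lower. In Fisher's exact test (one-sided, 12 tests, Benjamini-Hochberg adjusted), 5 of these overlaps were larger than expected from the list sizes. They were the 13 higher genes of 786-O and 769-P (3.76 expected, adjusted p = 0.000684), the 11 higher genes of A498 and 769-P (2.99 expected, adjusted p = 0.000892), the 6 lower and 7 higher genes of CAKI-2 and A498 (0.659 and 1.66 expected, adjusted p = 0.00062 and 0.00435) and the 6 lower genes of 786-O and A498 (1.46 expected, adjusted p = 0.00842). This test takes each gene as equally likely to be called, which genes with few reads are not, and the simulated range above does not rest on that. Across genes with a mean of at least 100 counts, the log2 fold changes of 2 lines correlated weakly (Pearson's r from 0.0122 to 0.158), and genes are not independent replicates.

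The mean effect of KDM5C mutation over the 4 lines, which compared 8 sgKDM5C libraries with 4 controls within lines, passed the adjusted threshold for 2 genes, KDM5C itself and AHDC1. Unchanged simulated libraries gave 0 to 2 such genes, so this number lay within the simulated range. An unadjusted p under 0.05 was reached by 1046 genes (852 to 971 in simulated unchanged libraries) and the study thresholds by 259 (172 to 231 simulated), both above the simulated range, although 46 of 81 regroupings of the same libraries gave at least 1046. The number of called genes was moved most by leaving out the sgKDM5C 5 libraries, which gave 262, and it was 0 without the CAKI-2 line or without the A498 line. AHDC1 (ENSG00000126705, protein coding, chromosome 1, 27860546 to 27930942) fell by 0.79 on the log2 scale (SE 0.0992, adjusted p = 0.0154) and was lower in 8 of 8 sgKDM5C libraries. In CPM, AHDC1 measured 76.9 in the 786-O control and 40.3 ± 2.19 (SD, n = 2) with sgKDM5C, 17.95 and 8.56 ± 1.05 in CAKI-2, 66.7 and 43.5 ± 3.35 in A498, and 18.95 and 13.02 ± 1.12 in 769-P. It was no longer called without the sgKDM5C 4 libraries or without 1 of the lines 786-O, CAKI-2 or A498 (adjusted p from 0.0736 to 0.338, with 4.24e-08 to 0.338 over 14 alternatives). The libraries labelled sgKDM5D measured 83.6 ± 0.673 CPM in 786-O and 13.3 ± 2.86 CPM in CAKI-2. The test of whether the KDM5C effect differed between the 4 lines called 0 genes (462 at an unadjusted p under 0.05, smallest adjusted p = 0.201).

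**Figure D4:**
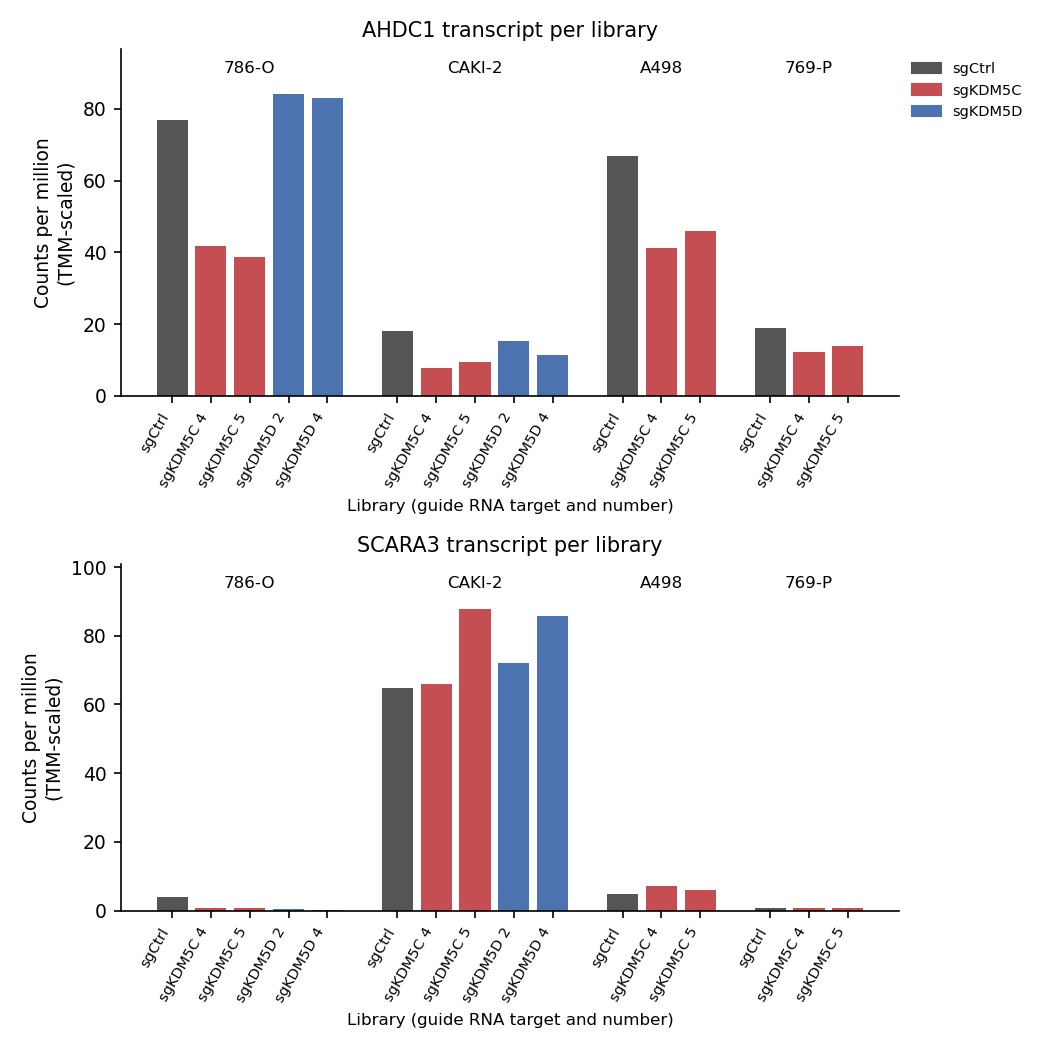
Bars give the AHDC1 (upper panel) and SCARA3 (lower panel) transcript of each of the 16 libraries in CPM, grouped by cell line and coloured by the target of the guide RNA. AHDC1 is lower in all 8 sgKDM5C libraries than in the control of the same line, and SCARA3 in 786-O is at 3.99 in the control and between 0.294 and 0.826 in the 4 other libraries.

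The effect of KDM5D mutation was measured in the lines that express it. In 786-O, the libraries labelled sgKDM5D differed from the control in 3 genes at an adjusted p under 0.05, all lower. Unchanged simulated libraries gave 0 to 3. An unadjusted p under 0.05 was reached by 368 genes (871 to 933 simulated). Under the study thresholds there were 307 genes (165 higher, 142 lower), fewer than in any of the 20 simulated sets of unchanged libraries (346 to 396). SCARA3 fell from 3.99 CPM to 0.427 ± 0.187 CPM (SD, n = 2, log2 fold change -3.19, SE 0.346, adjusted p = 0.00533, lower in 2 of 2 libraries), and this call was lost in both fits per line. SLC38A5 (ENSG00000017483, protein coding, chromosome X, 48316920 to 48328648) fell from 4.33 CPM to 0.492 ± 0.28 CPM (SD, n = 2, log2 fold change -3.11, SE 0.429, adjusted p = 0.0296, lower in 2 of 2 libraries), and it was not called by DESeq2 on all libraries (adjusted p = 0.501), in 786-O alone by edgeR (adjusted p = 1) or DESeq2 (adjusted p = 0.399), or after removal of each library's GC trend (adjusted p = 0.0575). Over its 8 alternatives the adjusted p was 9.95e-08 to 1. The third gene was MLPH, with 0 and 2 counts. Under the study thresholds, SCARA3, SLC38A5 and MLPH were also lower with sgKDM5C in 786-O, measured against the same control library. A control that is high in these genes and an effect of both mutations therefore cannot be told apart. CAKI-2 gave 0 genes at an adjusted p under 0.05, 156 at an unadjusted p under 0.05 and 130 under the study thresholds (80 higher, 50 lower, 304 to 375 simulated). The study-threshold counts were lowered most by DESeq2 fitted to each line separately, to 24 genes in 786-O and 5 in CAKI-2, and raised most by leaving out the filter, to 568 and 302. Both lines called 3 genes higher and 1 gene lower. The KDM5D effect differed between 786-O and CAKI-2 for 1 gene, SCARA3, at an adjusted p under 0.05 (297 at an unadjusted p). Its sgKDM5D effect was 3.47 higher in CAKI-2 than in 786-O on the log2 scale (SE 0.431, adjusted p = 0.026), but not with guide number as a block (adjusted p = 0.0856), and the 786-O part of this difference rests on the single control of that line.

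KDM5C and KDM5D mutant cells were then compared with each other, which does not involve the control library. In 786-O, 13 genes passed the adjusted threshold (6 higher and 7 lower with sgKDM5C). An unadjusted p under 0.05 was reached by 964 and the study thresholds by 533 (290 higher, 243 lower). Unchanged simulated libraries gave 0 to 2, 864 to 945 and 266 to 331, each below the number observed. The arms held the 2 libraries with most calls against the rest of 786-O, namely sgKDM5C 4 (616) and sgKDM5D 2 (70). Other groupings of the mutant libraries were not run, so single cultures that stand apart are not separated from an effect of the mutations. Testing every gene with at least 1 count raised the 13 to 297. KDM5C itself (log2 fold change -1.39, SE 0.229, adjusted p = 0.0479) and AHDC1 (log2 fold change -1.05, SE 0.164, adjusted p = 0.0359) were among the genes that were lower with sgKDM5C. The largest falls belonged to PTPRS (ENSG00000105426, chromosome 19, 5158506 to 5340823), GLMP (ENSG00000198715, chromosome 1, 156259880 to 156265480) and CHRDL1 (ENSG00000101938, chromosome X, 109917084 to 110039047), at -5.78 (SE 0.722, adjusted p = 0.00857), -3.73 (SE 0.576, adjusted p = 0.0359) and -3.07 (SE 0.474, adjusted p = 0.0359) on the log2 scale. PTPRS had 744 and 126 counts in the libraries labelled sgKDM5D 2 and 4, 54 in the control and 9 and 6 with sgKDM5C. GLMP had 77 and 21 counts with sgKDM5D, 6 in the control and 4 and 3 with sgKDM5C, and it overlaps TMEM79 on the other strand, so its level is uncertain where counting ignored strand. CHRDL1 measured 7.14 ± 3.39 CPM with sgKDM5D and 0.853 ± 0.674 CPM with sgKDM5C (SD, n = 2). The largest rises with sgKDM5C belonged to PCSK6 (ENSG00000140479, chromosome 15, 101829989 to 102065405), EDN2 (ENSG00000127129, chromosome 1, 41944446 to 41950354) and RYR2 (ENSG00000198626, chromosome 1, 237205484 to 237997288), at 2.97 (SE 0.456, adjusted p = 0.0359), 2.86 (SE 0.279, adjusted p = 0.00144) and 2.06 (SE 0.338, adjusted p = 0.0479). PCSK6 overlaps SNRPA1 on the same strand, and reads of the overlap could be counted for either gene. EDN2 measured 1.86 ± 0.392 CPM with sgKDM5D and 13.4 ± 3.1 CPM with sgKDM5C (SD, n = 2), with 6.66 CPM in the control. All 6 genes are protein coding, and each lay on the same side of the 2 sgKDM5D libraries in both sgKDM5C libraries. GLMP, CHRDL1, PCSK6 and RYR2 were not called once the GC trend of each library was removed (adjusted p from 0.0536 to 0.06), and none of the 6 was called in an edgeR fit of 786-O alone (adjusted p from 0.675 to 1). In CAKI-2, 0 genes passed the adjusted threshold (smallest adjusted p = 0.158). An unadjusted p under 0.05 was reached by 681 genes, below the 861 to 999 of simulated libraries. The study thresholds were passed by 285 genes, above the 239 to 281 simulated. DESeq2 fitted to CAKI-2 alone called 116.

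Across 20175 genes, which are not independent replicates, the KDM5C and KDM5D log2 fold changes correlated with a Pearson's r of 0.649 and a Spearman's rho of 0.532 in 786-O, and with 0.613 and 0.43 in CAKI-2. Because both share 1 control library, simulated unchanged groups also correlated, with a mean Pearson's r of 0.699 (range 0.685 to 0.713) and Spearman's rho of 0.623 in 786-O, and of 0.67 (0.655 to 0.686) and 0.61 in CAKI-2. The observed correlations lay below the simulated ranges. Restricting the comparison to genes with a mean of at least 100 counts lowered Pearson's r to 0.438 in 786-O and 0.301 in CAKI-2, where simulated groups gave 0.668 and 0.663. Between single libraries, each against its control and over these genes, Pearson's r of the 2 sgKDM5C libraries was 0.0205 in 786-O, 0.455 in CAKI-2, 0.731 in A498 and 0.289 in 769-P. Each pair shares 1 control library, and correlations of unchanged single libraries were not simulated. How far the guides agree therefore cannot be read from these values. In 786-O the sgKDM5C 4 library correlated more with the libraries labelled sgKDM5D (0.328 and 0.343) than with sgKDM5C 5. Under the study thresholds, KDM5C and KDM5D mutation shared 51 higher and 42 lower genes in 786-O, against simulated means of 82.8 (61 to 100) and 37.6 (24 to 56). In CAKI-2 they shared 28 higher and 7 lower genes, against 77.7 (62 to 96) and 29.9 (19 to 51).

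Gene lists were used to ask whether the processes raised by the study, namely hypoxia targets, the interferon response and proliferation, moved together. In limma's camera test with a preset correlation, 9 of 30 combinations of list and comparison passed an adjusted p of 0.05. None of the 9 held under fry (smallest adjusted p = 0.357) or with the correlation estimated from the libraries (smallest adjusted p = 0.411). In A498, the G2/M genes rose by a median of 0.68 (camera adjusted p = 1.19e-31, 51 of 54 genes higher) and the S-phase genes by 0.41 (camera adjusted p = 3.69e-09, 37 of 42 higher), while the genes of oxidative phosphorylation fell by 0.14 (camera adjusted p = 0.000599, 66 of 89 lower). Of the 54 G2/M genes in A498, 0 were called over all genes tested, 34 reached an unadjusted p under 0.05 and 29 were called when adjusted over the list alone. The other camera calls had medians smaller in size than those of the G2/M and S-phase genes in A498. They were G2/M (0.15) and S-phase genes (0.11) in CAKI-2 sgKDM5C, and S-phase genes (-0.09) and oxidative phosphorylation (-0.08) in 769-P. Hypoxia targets (0.17) in 786-O sgKDM5C and interferon-response genes (-0.23) in CAKI-2 sgKDM5D were called as well.

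**Figure D5:**
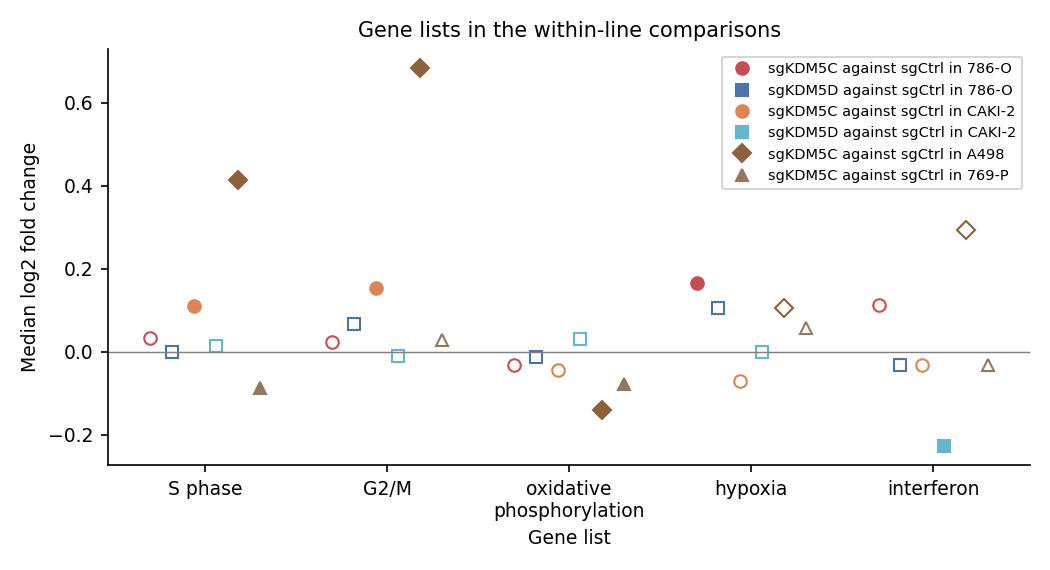
Each point is the median log2 fold change of the genes of a list in 1 within-line comparison, and filled points passed camera with a preset correlation at an adjusted p under 0.05. The A498 points for G2/M (0.68) and S phase (0.41) lie highest, and the CAKI-2 sgKDM5D point for interferon-response genes (-0.23) lies lowest.

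The genes that the study named as changed in 786-O were chosen there on other libraries, from replicated samples of each mutant population. Here 2 mutant libraries were compared with 1 control library. In this design KDM5C itself, at -1.44 on the log2 scale in 786-O, was not called either. An absent call below is therefore no evidence against the study. The 6 genes named as lower after KDM5C mutation (HOXB2, HOXB3, HOXB6, HOXB8, WNT3 and FOXA2) gave 0 calls over all genes tested and 0 calls adjusted over the list alone in each line, with 1 gene at an unadjusted p under 0.05 in CAKI-2 and in 769-P and 0 in 786-O and in A498. In 786-O, 4 of the 6 were lower and the median log2 fold change was -0.12 (camera adjusted p = 0.672). In CAKI-2, 6 of the 6 were higher with a median of 0.12 (camera adjusted p = 0.232), and in 769-P, 4 of the 6 had at most 3 counts in each library. HOXB3 and HOXB6 overlap on the same strand and can share reads. The 8 genes named as higher after KDM5D mutation (IFI44L, DLG4, STRA6, GPRC5C, PTK7, NPTXR, BRINP1 and SPINT1) were split into 4 higher and 4 lower in both lines. Over all genes tested 0 were called in either line. Adjusted over the list alone, 1 was called in 786-O, PTK7, which was lower (log2 fold change -2.14, SE 0.456, 1.47 CPM in the control and 0.324 ± 0.146 CPM, SD, n = 2), and 0 in CAKI-2, with 2 and 0 at an unadjusted p under 0.05. PTK7 was also lower with sgKDM5C in 786-O under the study thresholds, against the same control library. FGFR3 and PDGFRB, named as lower, gave 0 calls over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05 in both lines, with a median of 0.54 in 786-O and of 0.00 in CAKI-2. None of the 8 camera tests of these lists passed an adjusted p of 0.05 (smallest 0.232).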

Values the study reported

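The study reported that KDM5C mRNA was 4 to 7 times as abundant as KDM5D mRNA in 786-O and CAKI-2 cells and in normal proximal tubule cells. For A498 cells with mutated KDM5C it counted 109 upregulated and 76 downregulated genes in total. Across the lines it described changes in 100–200 genes, and it found 1 or 2 genes in common between any pair of lines.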

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

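The comparison of SCARA3 with the sgKDM5C libraries and the tests with an estimated correlation were chosen only after the results were seen.

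SCARA3 drew attention because its sgKDM5D effect differed between cell lines in a test of the difference itself, by 3.474 on the log2 scale (CAKI-2 minus 786-O). In CAKI-2 the transcript stood at 64.9 CPM in the control and 78.9 ± 9.83 CPM (SD, n = 2) with sgKDM5D. In 786-O it fell from 106 counts in the control to 17 and 8 counts. The sgKDM5C libraries of 786-O, measured against the same control, fell as well (log2 fold change -2.43, counts of 19 and 23). A 786-O control culture that was high in SCARA3 and an effect shared by both mutations cannot be told apart, because the line has 1 control library. With guide number as a block, the difference was no longer called (adjusted p = 0.0856, 2.66e-10 to 0.0856 over its 6 alternatives). RNA or reads of other lines in the 786-O control are weighed under the other observations. A difference in biology between the lines stays open and was not tested.

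The medians of 14 gene-list differences between lines passed camera's test of the difference with a preset correlation, out of 35 tested. For the sgKDM5C effect, the G2/M median differed by 0.165 (CAKI-2 minus 786-O), 0.679 (A498 minus 786-O), 0.509 (A498 minus CAKI-2), -0.109 (769-P minus CAKI-2) and -0.567 (769-P minus A498). The S-phase median differed by 0.332 (A498 minus 786-O), -0.0965 (769-P minus 786-O), 0.314 (A498 minus CAKI-2), -0.206 (769-P minus CAKI-2) and -0.45 (769-P minus A498). The hypoxia median differed by -0.261 (CAKI-2 minus 786-O), oxidative phosphorylation by -0.128 (A498 minus 786-O) and the interferon response by -0.524 (769-P minus A498). For the sgKDM5D effect, the interferon median differed by -0.444 (CAKI-2 minus 786-O).

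A GC content trend of the libraries was argued against as the whole cause, since 0 of the 14 medians fell below 0.5 of their size once the trend of each library was removed (ratios from 0.659 to 2.06). Correlation between the genes of a list within libraries remains a candidate explanation. With the correlation estimated from the libraries none of the 35 differences passed (smallest adjusted p = 0.283), and none passed under fry (smallest adjusted p = 0.438). Each difference rests on 1 control culture per line, and a difference in biology between lines stays open and was not tested.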

How the results depend on the processing

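The alternatives DESeq2 per line, the additive fit and the removed GC trend were chosen only after the data were seen. Unless a cause is given, the cause was not tested. Each list below follows the order of the results with their value in the report. Counts say nothing about which genes were called, except where shared genes are given.

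RLE size factors moved no count of calls beyond 1.5 times. With the DESeq2 test, adjusted calls for KDM5C rose from 2 to 22 in 786-O, 0 to 4 in CAKI-2, 1 to 38 in A498 and 1 to 8 in 769-P, while the study-threshold calls fell from 427 to 240, 239 to 72, 381 to 153 and 421 to 177. Genes shared by at least 2 lines went from 59 to 30 under the study thresholds and from 0 to 3 at an adjusted p under 0.05. The mean effect went from 2 to 23 and the difference between lines from 0 to 15. KDM5D calls in 786-O went from 3 to 6, study-threshold calls from 307 to 151 in 786-O and 130 to 25 in CAKI-2, and sgKDM5C against sgKDM5D from 13 to 55 in 786-O and 0 to 28 in CAKI-2. DESeq2 kept 2 of 2 KDM5C calls in 786-O, 2 of 3 KDM5D calls and 13 of 13 calls between the mutants.

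Without a filter, KDM5C calls were 136 in 786-O, 15 in CAKI-2, 33 in A498 and 70 in 769-P, with 739, 446, 650 and 660 under the study thresholds. Shared genes were 131, and 14 at an adjusted p under 0.05. The mean effect had 113 calls and the difference between lines 106. KDM5D calls were 46 in 786-O and 3 in CAKI-2 (568 and 302 under the study thresholds), with 26 for their difference. Calls between the mutants were 297 in 786-O and 109 in CAKI-2. With filterByExpr the mean effect had 5 calls.

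One fit per cell line left 0 KDM5C calls in 786-O, and gave 2 in CAKI-2, 348 in A498 (192 higher, 156 lower) and 23 in 769-P. Study-threshold calls were 100 in 786-O, 240 in A498 and 164 in 769-P. Shared genes were 22, and 3 at an adjusted p under 0.05. KDM5D calls in 786-O were 0, study-threshold calls 37 in 786-O and 78 in CAKI-2, and calls between the mutants 0 in 786-O and 52 in CAKI-2. By construction this fit has fewer residual degrees of freedom, 1 in the lines with 3 libraries. DESeq2 per line gave 2 KDM5C calls in 769-P, 38 in A498, 26 in CAKI-2 and 9 in 786-O, with 62, 100, 50 and 82 (67 higher, 15 lower) under the study thresholds. Shared genes were 12, and 4 at an adjusted p under 0.05. KDM5D in 786-O had 1 call, with 24 (786-O) and 5 (CAKI-2) under the study thresholds, and the mutants of CAKI-2 differed in 116 genes. In 786-O, DESeq2 per line kept 0 of 2 KDM5C calls, 0 of 3 KDM5D calls and 8 of 13 calls between the mutants. It kept 1 of 1 KDM5C calls in A498 and in 769-P.

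The fit of 12 libraries gave 4 KDM5C calls in 786-O, 4 for the mean effect and 1 for the difference between lines. The additive fit gave 4 for the mean effect. Removing the GC trend gave 0 calls in 769-P, 4 for the mean effect, 1 for KDM5D in 786-O and 8 between the mutants of 786-O. The 769-P change follows from construction, as ENSG00000205246 has no GC content in the annotation and was not tested.

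The replicate block for guide number gave 1 KDM5C call in 786-O and 0 for the KDM5D difference between lines. The difference of guide 5 from guide 4 correlated between lines from -0.223 to 0.291 (sgKDM5D -0.0562, across 12075 genes), so the numbers do not pair the libraries.

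The mean effect had from 3 to 262 calls across the 2 fits that each left out one guide, 262 without the sgKDM5C 5 libraries. It had 0 calls without the CAKI-2 line, 0 without the A498 line and 6 without the 769-P line. Its KDM5C log2 fold change was -1.16 without CAKI-2 and -1.21 without A498, no longer past the threshold in both. Fewer libraries were compared in these fits.

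Among genes with a mean of at least 100 counts, the correlation of KDM5C and KDM5D fold changes fell to 0.438 (Pearson) and 0.499 (Spearman) in 786-O, and to 0.301 and 0.321 in CAKI-2. The 9 gene-list calls went to 0 under fry and to 0 with an estimated correlation.

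Besides the mean KDM5C fold change, over all combinations of a result for a single gene and a setting, 27 lost a call, 12 gained one and 119 did neither. The 12 gains are all of the KDM5C transcript within single lines. The losses were most frequent with one fit per line (9), DESeq2 per line (6) and the GC trend removed (5). No direction was reversed. At depths of 23.4M to 41.6M counts, genes with a sum under 60 counts were left untested, and the missing replicates of the controls limit each comparison with them.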

Other observations

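Chosen only after the result was seen were the tests of partial loss of chromosome Y, of RNA or reads from other lines in the Y-linked, SCARA3 and MLPH patterns, of the estimated correlation, of a change common to the sgKDM5C 4 libraries, and of AHDC1 against the sgKDM5D libraries.

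For the mean KDM5C effect, 26 of the 81 splits that take 1 library of each line as its control gave at least the 2 calls of the real one, itself included (32.1%). The other 25 use the sgKDM5C 4 library of 786-O or of 769-P as a control, and the largest gave 2378 calls (median 0). Of the 36 splits that use neither, set apart only after the result was seen, the real one alone gave at least 2 calls. At least the 1046 genes of the real split at an unadjusted p under 0.05 were reached by 46 of the 81 splits, itself included, and by 8 of those 36. In 786-O, exchanging the control with the sgKDM5C 4 library gave 698 calls in place of 2, and in 769-P 372 in place of 1.

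The KDM5C and KDM5D fold changes, which share a control library, correlated at 0.649 in 786-O and 0.613 in CAKI-2. The prediction for a shared control was a value within the simulated ranges of 0.685 to 0.713 and 0.655 to 0.686, and both values fell below them. No excess over this simulation was seen, and why the values fell below it was not tested. The simulation gave each gene 1 dispersion in all libraries. In 786-O, however, the sgKDM5C 4 library had 616 calls against the rest of the line and the control had 3. The comparison therefore cannot exclude a response shared by both mutations.

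The 786-O sgKDM5C 4 library had 616 calls against the other 4 libraries of the line (431 higher, 185 lower), against 70 for sgKDM5D 2 and 1 to 3 for the rest. A GC trend was argued against as its whole cause (579 of the 616 calls kept after its removal). RNA or reads of another line were argued against too (highest median share 0% of genes near 0 in the rest of the line). At most 12% of calls lay on 1 chromosome, which argues against a change of 1 whole chromosome as the whole cause. The 769-P sgKDM5C 4 library had 372 calls (354 higher, 18 lower), of which 20 were kept after GC correction, so a GC content trend is a likely source. Other lines (0.0388%) were argued against there too. The chromosome with most calls, chromosome 3, held 14.8% of them, which argues against a change of 1 whole chromosome as the whole cause. For both libraries, no expected share per chromosome was computed, and changes of several chromosomes were not tested. A change common to both libraries, such as an effect of guide 4, was tested in 3 ways, each after the one before. Of the 431 and 354 higher genes 1 was shared (7.56 expected), but most of the 769-P list follows the GC trend. After GC correction 0 of 637 and 20 higher genes were shared (0.65 expected), which is too few to decide. The genes called in the corrected 786-O library were then followed as a set, by the median log2 ratio of those called higher minus that of those called lower. This difference in the 769-P sgKDM5C 4 library was 3.6% of that in 786-O, which argues against a common change in these genes. It was -4.38% in CAKI-2 and 2.86% in A498, whose sgKDM5C 4 libraries had 1 call each. A response to guide 4 that differs between lines was not tested.

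In the 786-O sgKDM5C 4 library, the 7 Y-linked genes other than KDM5D with at least 20 counts in the control were all lower than in the control (median log2 ratio -0.73, from -0.911 to -0.381), at 56.4% of the control in sum, against 93.5% to 102% in the 3 other mutant libraries. A GC trend was argued against (median -0.849 after its removal). RNA or reads of A498 or 769-P cells were argued against too, with a pooled share of 0.109% where 43.6% of the Y-linked counts were missing. Chromosome Y had the lowest median of all chromosomes in that library, so a partial loss of chromosome Y in that culture is a candidate explanation. TMSB4Y, with 8 counts in the 786-O control and 10 in that library, was left out for its low count. In CAKI-2 the sgKDM5C 5 library was at 81.5% with 7 of 8 genes lower.

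SCARA3 and MLPH were lower in all 4 mutant 786-O libraries than in the control. RNA or reads of CAKI-2 cells in the control were argued against by a pooled share of 0.0883%, where SCARA3 would need 4.52% and MLPH 2.27%. For A498 cells the pooled share was 0.131%. SCARA3 would need 57.1%, which argues against them, but MLPH would need 0.492%, which is too near to decide, so for MLPH such reads and a change in the mutants cannot be told apart. A control that departs from the other cultures cannot be told apart from an effect of both mutations with 1 control library. The control itself gave 3 calls against the other 4 libraries, and another library of the line gave as many as 616.

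In A498, G2/M genes were higher with sgKDM5C by 0.683 and S-phase genes by 0.413. A GC trend was argued against as the whole cause (0.569 for G2/M and 0.292 for S-phase genes after its removal). Correlation between genes of the list remains a candidate explanation, as the G2/M list had an adjusted p of 0.411 with the correlation estimated. The growth state of the single control culture and an effect of the mutation cannot be told apart, since no other control was measured. Guides 4 and 5 stood 0.775 and 0.492 above that control, and guide 5 differed from guide 4 by -0.297.

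AHDC1 was lower in all 8 sgKDM5C libraries. Control libraries that are high in AHDC1 by chance were argued against in 786-O by its level against the sgKDM5D libraries (log2 fold change -1.05, adjusted p = 0.0359), and a GC trend by a mean of -0.66 after its removal (adjusted p = 0.0434, from 4.24e-08 to 0.338 over its 14 alternatives). In CAKI-2 the sgKDM5C libraries were not called against sgKDM5D (adjusted p = 0.771). A lower AHDC1 transcript after KDM5C mutation may be biological. This is a hypothesis found and tested on the same libraries, and the call was lost without the sgKDM5C 4 libraries (adjusted p = 0.0736) and without the 786-O, CAKI-2 or A498 line (0.0854, 0.338 and 0.149).

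Under the study thresholds, sgKDM5C in A498 gave 206 higher and 175 lower genes. These counts are higher than those reported by the study. With DESeq2 on all libraries they were 153 in total (112 higher, 41 lower), and with DESeq2 per line 100 (66 higher, 34 lower). The lower genes were then fewer than in the study, and with DESeq2 per line both directions were. The difference thus depends on the test, and its direction changes with it. The supplement of the study names DESeq2 for its normalised counts.

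Pairs of lines shared 1 to 13 genes per direction. This is more than the study reported at its upper end. Genes shared by at least 2 lines fell from 59 to 30 with DESeq2 on all libraries and to 12 with DESeq2 per line, and the count per pair was not recomputed.

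The 4 lines gave 239 to 427 genes with sgKDM5C. These counts are higher than the range given by the study. They were 72 to 240 with DESeq2 on all libraries and 50 to 100 with DESeq2 per line, so the difference depends on the test. Each comparison with the counts of the study also rests on reading its p as unadjusted.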
